# Up-regulation of Tissue Factor in Human Pulmonary Artery Endothelial Cells after Ultrafine Particle Exposure

**DOI:** 10.1289/ehp.9556

**Published:** 2007-01-08

**Authors:** Edward D. Karoly, Zhuowei Li, Lisa A. Dailey, Xhevahire Hyseni, Yuh-Chin T. Huang

**Keywords:** coagulation cascade, human endothelial cells, microarray, particulate matter, tissue factor

## Abstract

**Background:**

Epidemiology studies have linked exposure to pollutant particles to increased cardiovascular mortality and morbidity, but the mechanisms remain unknown.

**Objectives:**

We tested the hypothesis that the ultrafine fraction of ambient pollutant particles would cause endothelial cell dysfunction.

**Methods:**

We profiled gene expression of human pulmonary artery endothelial cells (HPAEC) exposed to ultrafine particles (UFPs; 100 μg/mL) from Chapel Hill, North Carolina, or vehicle for 4 hr with Affymetrix HG U133 Plus 2.0 chips (*n* = 4 each).

**Results:**

We found 320 up-regulated genes and 106 down-regulated genes (*p* < 0.01, 5% false discovery rate). We noted up-regulation of genes related to coagulation [tissue factor (*F3*) and coagulation factor II receptor-like 2 (*F2RL2*)] and differential regulation of genes related to F3 signaling (*FOS, JUN,* and *NFKBIA*). Results of quantitative polymerase chain reaction show a significant up-regulation of *F3* after 10 and 100 μg/mL UFP exposures. Additionally, the water-soluble fractions of UFPs were sufficient to induce the expression of *F3, F2RL2,* and heme oxygenase 1 (*HMOX1*). Treatment of HPAEC with UFPs for 16 hr increased the release of interleukin (IL)-6 and IL-8. Pretreatment of HPAEC with a blocking antibody against F3 attenuated IL-6 and IL-8 release by 30 and 70%, respectively.

**Conclusions:**

Using gene profiling, we discovered that UFPs may induce vascular endothelial cells to express genes related to clotting. These results indicate that PM may cause adverse cardiovascular health effects by activating coagulation-inflammation circuitry.

Particulate air pollution remains a threat to public health despite the decline in the ambient concentration in the past decades. It has been estimated by the World Health Organization that particulate matter (PM) exposure accounts for 800,000 deaths per year worldwide (Brook et al. 2004). The increased mortality has been attributed to respiratory and more recently to cardiovascular compromise (Borja-Aburto et al. 1998; Brook et al. 2004; Dockery 2001). Short-term exposure to polluted air for as little as 2 hr increases the risk of myocardial infarction in people at risk of developing cardiovascular disease (Peters et al. 2001).

Various mechanisms have been proposed to explain the cardiovascular health effects of PM. These hypotheses include pulmonary and systemic oxidative stress and inflammation (Gurgueira et al. 2002), direct vasoconstriction (Huang et al. 2002; Li et al. 2005a), enhanced coagulation pathways (Nemmar et al. 2002b), and altered cardiac autonomic function (Gold et al. 2000). The ultrafine fraction of ambient pollutant particles [diameter < 100 nm, ultrafine particles (UFPs)] may represent a particular concern because these small particles can remain airborne for an extended period of time. Although they represent only a relatively small fraction of the total mass (Peters et al. 1997), UFPs are a substantial component of PM in the number of particles. Once inhaled, UFPs can be deposited in greater numbers in deeper lung zones than larger particles (Nemmar et al. 2002b) and have a greater potential to permeate the alveolar capillary barrier to be in contact with vascular endothelial cells.

To better understand how UFPs may affect vascular endothelial cells, we profiled gene expression in human pulmonary arterial endothelial cells (HPAEC) exposed to UFPs in Chapel Hill, North Carolina. We hypothesize that UFPs would induce transcriptional activation of genes related to the coagulation and inflammatory response which are signs of endothelial cell dysfunction. Cultured HPAEC were treated with Chapel Hill UFPs (100 μg/mL) or control for 4 hr. RNA from these samples was hybridized to Affymetrix HG U133 Plus 2.0 chips and analyzed for differentially expressed genes. We found that tissue factor (*F3,* Unigene accession no. 62192; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene), coagulation factor II receptor-like 2 (*F2RL2;* Unigene accession no. 42502), interleukin 6 (*IL-6*, Unigene accession no. 512234) and interleukin 8 (*IL-8*; Unigene accession no. 624) were up-regulated. We further showed that the release of IL-6 and IL-8 induced by UFP was partially dependent on the activation of the tissue factor pathway.

## Materials and Methods

### Reagents and chemicals

Molecular mass standards, polyacrylamide, buffers, and protein assay reagents were purchased from Bio-Rad (Richmond, CA). The enhanced chemiluminescent (ECL) blotting detection reagents were purchased from Amersham Biosciences Corp. (Piscataway, NJ). TaqMan Universal PCR master mix and Taqman Gene Expression predeveloped assays (reagents concentrated and preoptimized mixes of primers and FAM-labeled TaqMan probes) for tissue factor (*F3*), coagulation factor II receptor-like 2 (*F2RL2*), coagulation factor VIII associated (*F8A1,* Unigene accession no. 533543; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene), and heme oxygenase 1 (*HMOX1;* Unigene accession no. 517581) were obtained from Applied Biosystems (Foster City, CA). All other chemicals and reagents were from Sigma-Aldrich Co. (St. Louis, MO) unless stated otherwise.

### Collection and extraction of Chapel Hill UFPs

UFPs were collected in July of 2002 in Chapel Hill, North Carolina, outside the U.S. Environmental Protection Agency Human Studies Facility as described previously (Becker et al. 2005). The elemental composition of the UFPs (nanograms per milligram) was described previously with aluminum (948), copper (150), iron (879), lead (181), silicon (1098), and zinc (669) representing the most abundant constituents (Becker et al. 2005). UFP were resuspended in sterile H_2_O (5.0 mg/mL) and stored at −80°C.

### Preparation of the water-soluble and-insoluble fractions of UFP

Water-suspended UFPs were diluted to 25 and 100 μg/mL, centrifuged for 30 min at 20,000 × *g*, and the supernatants were collected as the water-soluble fractions. Pellets from the centrifugation were washed with deionized distilled water 3 times and resuspended in the appropriate volume of water. We designated this as the water-insoluble fraction. Both fractions were stored at −80°C.

### Human pulmonary artery endothelial cells

For microarrays, HPAEC (Cell Applications, Inc., San Diego, CA) were cultured in endothelial growth medium (EGM-2, Clonetics Bio Whittaker Inc., Walkersville, MD), grown to 80% confluency in 100-mm petri dishes, and used during passages 3–5. UFPs were diluted with EGM-2 before experiments. Cells were treated with UFPs (100 μg/mL) or vehicle control for 4 hr at 37°C. For all other experiments, HPAEC were grown to 80% confluency in 6-well plates.

Two different quantitative polymerase chain reaction (Q-PCR) experiments were conducted with UFPs and water-soluble and-insoluble fractions. HPAEC were treated for 4 hr (0, 1, 10, and 100 μg/mL UFP) for *F3* Q-PCR analysis or 2 and 24 hr (0, 25, and 100 μg/mL water-soluble and-insoluble UFP fractions) for all *F3, F2RL2, F8A1,* and *HMOX1*.

### RNA isolation

RNA was extracted with Trizol reagent (GIBCO BRL Life Technologies, Gaithersburg, MD) and purified with Qiagen RNeasy mini columns (Qiagen, Valencia, CA) according to manufacturers’ protocols. Total RNA was resuspended in RNase-free water and assessed with the Agilent 2100 Bioanalyzer and RNA 6000 Nano assay (Agilent Technologies, Palo Alto, CA). All RNA samples had a 28S/18S ratio ≥1.8 and were stored at −80°C before shipment on dry ice to Expression Analysis Inc. (Durham, NC).

### Microarray target preparation and hybridization

RNA target preparation and hybridization to the Affymetrix HG U133 plus 2.0 GeneChip oligonucleotide microarray (Affymetrix, Inc., Santa Clara, CA) was performed by Expression Analysis, Inc. as described previously (Li et al. 2005b). Fluorescent images were detected in a GeneChip Scanner 3000 and expression data was extracted using the default settings in the Microarray Suite 5.0 software (Affymetrix). All GeneChips were scaled to a median intensity setting of 500. For microarray purposes, four biological replicates were collected each for the treated and control samples.

### Q-PCR

Q-PCR was performed for selected genes. cDNAs were synthesized from 0.4 μg of total RNA in 100 μL of buffer containing 5 μM random hexaoligonucleotide primers (Pharmacia, Piscataway, NJ), 10 U/μL Moloney murine leukemia virus reverse transcriptase (GIBCO BRL Life Technologies), 1 U/μL RNase inhibitor (RNasin, Promega, Madison, WI), 0.5 mM dNTP (Pharmacia), 50 mM KCl, 3 mM MgCl_2_, and 10 mM Tris–HCl (pH 9.3) for 1 hr at 39°C. Reverse transcriptase was heat inactivated at 94°C for 4 min.

Q-PCR of specimen and standard cDNA was completed using TaqMan predeveloped assay reagents. Quantitative fluorogenic amplification of cDNA was performed using the ABI Prism 7500 Sequence Detection System, primers and probes of interest and TaqMan Universal PCR Master Mix (Applied Biosystems). The relative abundance of mRNA levels was determined from standard curves generated from a serially diluted standard pool of cDNA prepared from control HPAEC cultures. The relative abundance of glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*, Unigene accession no. 544577; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene) mRNA was used to normalize levels of the mRNAs of interest. For Q-PCR verification experiments, RNA from at least three additional experiments was collected for each timepoint and concentration. RNA samples for microarray and Q-PCR were collected from different experiments and do not represent the same sample.

### Experiments with anti-tissue factor antibody

HPAEC were pretreated with a monoclonal blocking antibody against human F3 (product number 4509; American Diagnostica, Inc., Stamford, CT) (0, 50, and 100 ng/mL) for 15 min with gentle rocking before addition of UFPs (100 μg/mL) or control. UFPs were sonicated for 10 min before addition to cultures. Cell cultures were then incubated for 16 hr at 37°C. Supernatants were removed, centrifuged for 10 min at 150 ×*g* at 4°C, and stored at −80°C. IL-6 and IL-8 protein levels in supernatant samples (R&D Systems, Inc., Minneapolis, MN) were determined by immunoassay according to the manufacturer’s recommendation. Three biological replicates were run in duplicate for each dose and assay.

### Protein isolation and Western blot analysis

After exposure, HPAEC cells were lysed with 500 μL RIPA buffer (1% Nonidet P-40, 0.5% sodium deoxycholate, and 0.1% SDS in phosphate buffered saline (PBS), pH 7.4) containing 1 μL protease inhibitor cocktail (Sigma-Aldrich Co.) per 100 μL RIPA (radioimmunoprecipitation) buffer and sheered with a 22-ga needle. Lysates were centrifuged 10 min at 150 ×*g*, 4°C, and stored at −80°C. Protein concentration of cell lysates was measured with Bio-Rad protein assay reagents according to manufacturer instructions.

For Western blot analysis, cellular proteins were loaded equally, separated by 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred to a polyvinylidene difluoride membrane. The blot was then blocked with 5% milk in PBS with 0.05% Tween-20 for 1 hr at room temperature, washed briefly, then probed with a monoclonal antibody against tissue factor (product number 4509; American Diagnostica, Inc.) overnight at 4°C followed by incubation with a horseradish peroxidase–conjugated goat antimouse antibody (Santa Cruz Biotechnology, Santa Cruz, CA). Bands were detected with ECL and films according to the manufacturer instructions (Du Pont-New England Nuclear, Boston, MA). Films were scanned on a ScanJet 6200C with Precision Scan Pro 1.02 (Hewlett Packard, Palo Alto, CA).

### Microarray data analysis

Affymetrix CEL data files were imported into R, an open-source statistical scripting language (http://www.R-project.org; Ihaka and Gentleman 1996) used in conjunction with the Bioconductor project (http://www.bioconductor.org; Gentleman et al. 2004). Normalized values with robust multichip analysis background correction, quantile normalization and median polish were calculated with AffylmGUI (Wettenhall et al. 2006). AffylmGUI allows a graphical user interface for the analysis of Affymetrix microarray GeneChips using the limma package (Smyth 2005) in R. A contrast of treated–control samples was used to generate *p*-values and M-value [log_2_ (treated/control)]. Probe sets with a *p*-value (*p* < 0.01) after an adjustment with a false discovery rate (FDR) 5% were judged by the limma package to be differentially expressed between the treated and control samples. If more than one probe set for the same gene was identified, their M-values (treatment/control ratios) were averaged. The data discussed in this publication have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/; Edgar et al. 2002) and are accessible through GEO series accession number GSE4567.

### Biological pathway and network identification

Biological processes represented by the differentially expressed genes were compiled using the Database for Annotation, Visualization and Integrated Discovery [DAVID 2.1 (http://apps1.niaid.nih.gov/david/); Dennis et al. 2003]. Biological pathways were compared to all available *Homo sapiens* pathways specific to the Kyoto Encyclopedia of Genes and Genomes (KEGG 2007). Only pathways with a *p* ≤0.05 calculated by DAVID were retained.

### Statistical analysis for nonmicroarray data

All nonmicroarray data were presented as mean ± SE. A paired *t*-test or a repeated measures analysis of variance (ANOVA) was used to compare differences between treatment and control where appropriate. A *p*-value of *p* < 0.05 was considered to be statistically significant. Statistical analysis was performed with Statview 4.0 (SAS Institute Inc., Cary, NC).

## Results

### Identification of differentially expressed genes associated with UFP exposure

Using the statistical and filtering algorithms described earlier, we identified 664 differentially expressed Affymetrix probe sets. 

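HPAEC are primary endothelial cells of the human pulmonary artery, and the UFPs are the ultrafine fraction of ambient particles suspended in water. RNA from 4 cultures treated with 100 μg/mL UFPs for 4 hr and from 4 vehicle control cultures was hybridized to 8 Affymetrix HG U133 Plus 2.0 arrays, 1 for each culture. The paper calls the 4 cultures of a group biological replicates, and whether they came from separate donors or days is not given in the sources used here. The p-values therefore weigh differences against the spread between these cultures only. Serial numbers in the submitters' labels run through all control arrays first and then all UFP arrays. If they follow the order of processing, an effect of order cannot be told apart from that of UFPs. The authors' deposited values are linear signal intensities, 1 for each probe set. The paper names Microarray Suite for them, and the submitters' processing notes name GCOS. The mean signal of an array, with 2% of the values removed at each end, was 500.1 on every array, and the median was 105.3 to 117.6. The fold changes in the paper came from the CEL files by robust multichip analysis, a step not repeated here. Instead, 50 was added to each deposited signal, log2 was taken and the 8 arrays were quantile normalized. On this log2(signal + 50) scale the change of a dim probe set is understated, and 32.0% to 35.1% of the probe sets of an array had a signal under 50. The mean correlation of an array with the others of its group was 0.979 to 0.982 and with those of the other group 0.977 to 0.979, and no array pair held identical values. After 62 control probe sets were left out, limma's moderated test of UFP minus control covered 54613 probe sets. At an unadjusted p under 0.01 and a Benjamini-Hochberg adjusted p under 0.05, 246 probe sets passed, of which 200 were higher and 46 lower with UFPs. The normalized values of the 2 groups did not overlap for 7.20% of the probe sets, where chance gives 2.86%. The number that passed fell to 121, 124, 142 and 129 when control replicates 1, 2, 3 and 4 were left out in turn, and to 97, 98, 152 and 93 when UFP replicates 1, 2, 3 and 4 were left out. It was 485 (355 higher, 130 lower) over the 28134 probe sets with a mean signal of at least 100. With a variance prior that was robust and followed the intensity it was 691 (486 higher, 205 lower).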

We removed probe sets that lacked an ENTREZ number or were classified as undefined or hypothetical proteins that reduced our list to 426 unique genes, of which 320 were up-regulated and 106 were down-regulated. 

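CYP1B1, a cytochrome P450 enzyme that oxidizes polycyclic aromatic hydrocarbons, had the largest rise after UFP exposure, with a log2 fold change of 3.20 (standard error 0.105, adjusted p = 7.14e-05 from limma). SECTM1, a secreted and transmembrane protein, and NPTX1, a pentraxin of neurons, followed with 2.29 and 2.25. CYP1A1, another such cytochrome P450 enzyme, had a value of 2.22 (standard error 0.105, adjusted p = 3.41e-04). SELE, the leukocyte adhesion molecule E-selectin, rose from a signal of 974 ± 56.9 (SD, n = 4) to 4486 ± 393 (SD, n = 4), a log2 fold change of 2.14. OSGIN1, a growth inhibitor induced by oxidative stress, RND1, TNIP3, an inhibitor of NF-kB signaling, and SIPA1L2 rose by 1.83, 1.79, 1.60 and 1.51, and F3 completes the 10 largest rises. TNIP3 had a control signal of 12.3 ± 7.62 (SD, n = 4), under the offset of 50, and its log2 fold change was 2.49 with an offset of 16 and 1.08 with an offset of 100. All 10 passed in every fit that left out 1 array.
On the log2(signal + 50) scale the largest falls were mostly smaller than the largest rises. GJA4, the gap junction protein connexin 37 of arterial endothelium, fell by 1.21 on the log2 scale (standard error 0.155, adjusted p = 0.0206), and SOX18, an endothelial transcription factor, fell by 0.76 (standard error 0.108, adjusted p = 0.0331). The log2 fold change was −1.53 for LOC105370829, −1.19 for CCN6, −1.005 for PMEL, −0.94 for SLC32A1, −0.85 for PTPN22, −0.75 for PLCL2 and SPATA45 and −0.72 for CDCA7, all of which passed. CCN6, PMEL, SLC32A1, PTPN22 and SPATA45 were dim, with mean control signals of 61.0 to 121. Their mean UFP signals of 11.7 to 31.8 lay under the offset of 50, so the size and rank of their falls depend on the offset. Other probe sets of these 10 genes did not pass. That of CCN6, about as bright, had a value of 0.34 (adjusted p = 0.416) and those of PTPN22 had values of 0.06 to 0.12 (adjusted p 0.894 to 0.936), while those of GJA4, PLCL2 and CDCA7 had values of −0.93, −0.20 and −0.23, and −0.32. Of these 10 falls only that of SLC32A1 passed in every fit that left out 1 array. LOC105370829 was lost without any single control array or UFP replicate 3 (highest adjusted p 0.0591), GJA4 without any array but control replicate 2 (0.0772), CCN6 without any but control replicate 4 (0.0871), PMEL without any but control replicates 2 and 4 (0.0692), PTPN22 and SOX18 without any but control replicate 3 (0.107 and 0.111), PLCL2 without any but control replicates 2 and 3 (0.0812), CDCA7 without any but UFP replicate 4 (0.0856) and SPATA45 without any (0.146).
In all, 175 genes had at least 1 probe set that passed, 138 higher and 37 lower. A fold of at least 2 was reached by 31 of the higher and 4 of the lower probe sets that stand for a gene. Without 1 array, 67 to 107 genes passed. Of 35 gene lists written before the data were examined, 8 were higher and 2 lower as groups at an adjusted p under 0.05 (camera, a test of a list against all other genes, with its preset correlation between genes), and 5 were higher and 0 lower with an estimated correlation. Divisions of the 8 arrays that mix the groups gave up to 8 and 0 lists by the same tests.

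**Figure D1:**
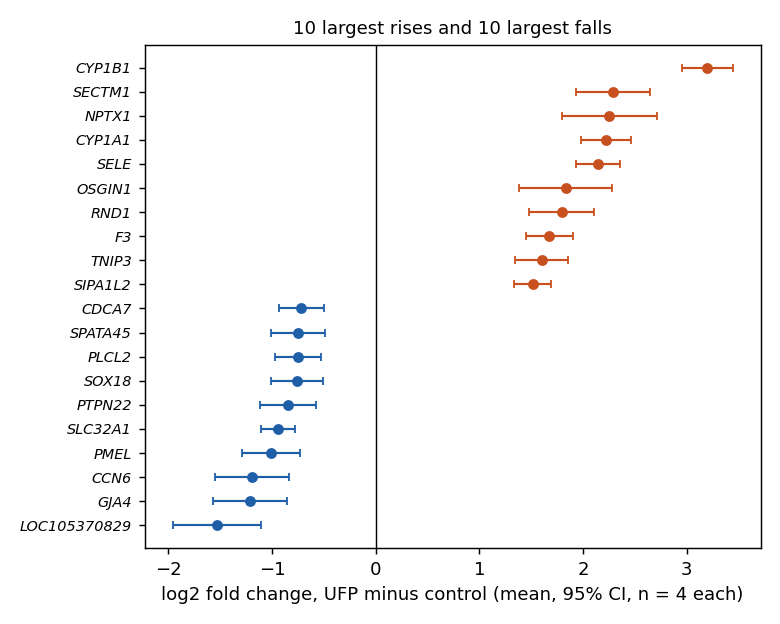
Log2 fold change of UFP minus control on the log2(signal + 50) scale for the 10 genes with the largest rises and the 10 with the largest falls that passed the test, with 4 arrays in each group. Points are means and bars 95% confidence intervals, and the points run from 3.20 for CYP1B1 to −1.53 for LOC105370829.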

Using the pathway analysis software, we found three KEGG biological pathways (*p* ≤0.05) overrepresented from the differentially expressed gene list (Tables 1–3). These pathways were the cytokine–cytokine receptor interaction, Wnt signaling, and MAPK signaling. 

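Of the Wnt signaling genes in Table 2, NFATC2, DKK2 and SOX17 rose with UFPs. NFATC2, a transcription factor activated by calcineurin, had a log2 fold change of 0.98 (standard error 0.111, adjusted p = 0.0130 from limma), DKK2, a secreted regulator of Wnt signaling, one of 0.88 (standard error 0.0873, adjusted p = 0.00723), and SOX17, an endothelial transcription factor, one of 0.58 (standard error 0.0641, adjusted p = 0.0110). The other 7 genes measured did not pass (adjusted p 0.0892 to 0.667). The Wnt receptors FZD1 and FZD4 had values of −0.36 and −0.34, and PRICKLE1 one of −0.33.
Of the 13 MAPK signaling genes in Table 3, 4 rose. They were RPS6KA5, a kinase downstream of MAP kinases (0.80, standard error 0.0612, adjusted p = 0.00182), DUSP4, a phosphatase that inactivates MAP kinases (0.82, standard error 0.120, adjusted p = 0.0365), PLA2G4A, the phospholipase that releases arachidonic acid (0.57, standard error 0.0715, adjusted p = 0.0185), and the interleukin 1 receptor IL1R1. The other 9 did not pass (adjusted p 0.0770 to 0.905), among them the kinases MAP3K8 at 0.53 and MAP3K5 at −0.29. Adjusted over the list alone, 5 genes of Table 2 were higher and 2 lower, and 7 genes of Table 3 were higher and 2 lower. The study chose both lists on these arrays, so these counts are not independent evidence. In a list of 32 Wnt pathway genes, 2 rose and 0 fell (3 and 2 adjusted over the list alone), and the list did not pass as a group (adjusted p = 0.921). The 2 were DKK2 and SOX17, which the count shares with Table 2. Among 15 MAPK phosphatases and feedback genes only DUSP4 rose, also when adjusted over the list alone, and the list did not pass (adjusted p = 0.281). RPS6KA5 and DKK2 passed in every fit that left out 1 array, but DKK2 was lost with the mean of all its probe sets. A dimmer probe set of DKK2 had a value of 0.16 (adjusted p = 0.776). DUSP4 was lost without any but control replicate 3 (highest adjusted p 0.129) and PLA2G4A without any but control replicate 2 (0.0773). Dimmer probe sets of DUSP4 had values of 0.46 and 0.57 that did not pass (adjusted p = 0.358 and 0.294). NFATC2 was lost without control replicate 1, UFP replicate 1 or UFP replicate 2 (0.0577) and SOX17 without UFP replicate 2 or 4 (0.0550). The count of Table 2 fell to 1 without UFP replicate 2, and that of Table 3 to 2 without control replicate 1, 2 or 3 or UFP replicate 3 and to 1 without any of the other 4 arrays.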

Of note, the cytokine–cytokine interaction pathway contained the most number of genes, many of which have been implicated in the pathogenesis of vascular disease for example, monocyte chemotactit protein 1 (*MCP-1*, Unigene accession no. 303649; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene), *IL-8,* chemokine ligand 1 (*CXCL1,* Unigene accession no. 789), chemokine ligand 2 (*CXCL2,* Unigene accession no. 590921), chemokine ligand 3 (*CXCL3,* Unigene accession no. 89690), and chemokine receptor 4 (*CXCR4,* Unigene accession no. 421986).

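Of the genes of Table 1, CCL2, which encodes MCP-1 and attracts monocytes, had a log2 fold change of 1.46 (standard error 0.0764, adjusted p = 3.67e-04 from limma). The neutrophil chemokines CXCL2, CXCL3 and CXCL8, the last of which encodes IL-8, rose by 1.37, 1.16 and 1.14 on the log2 scale (adjusted p = 0.00182, 0.0192 and 0.00127). LIF, a cytokine of the IL-6 family, rose by 1.22, HGF, hepatocyte growth factor, by 0.86, and TSLP, thymic stromal lymphopoietin, by 0.70. HGF passed at 1 of its 5 probe sets. The next brightest, about as bright, had a value of 0.31 (adjusted p = 0.824). The others had values of 0.19 to 0.70 (adjusted p 0.142 to 0.755). Among receptors, TNFRSF11A (the receptor RANK) rose by 0.84, IL1R1 by 0.65, IL4R by 0.64 and KDR, a receptor of vascular endothelial growth factor, by 0.50. With IL6, 12 of the 19 genes were higher and 0 lower.
The other 7 genes did not pass (adjusted p 0.0770 to 0.248). Among them, 5 had positive values, and PDGFB and TNFRSF1B had values of −0.42 (standard error 0.112) and −0.38 (standard error 0.0862). Adjusted over the list alone, 17 were higher and 2 lower, and since the study chose the list on these arrays the counts are not independent evidence. CCL2, CXCL2, CXCL8, IL6, TNFRSF11A and IL4R passed in every fit that left out 1 array. Dimmer probe sets of CXCL2 had values of 0.95 and 0.54 that did not pass (adjusted p = 0.150 and 0.437). HGF and IL1R1 were lost without any array but UFP replicate 3 (highest adjusted p 0.134 and 0.104), LIF without any but control replicates 3 and 4 (0.0761), TSLP without any but control replicates 2 and 4 (0.0702), CXCL3 without control replicate 3 or any single UFP array (0.0781) and KDR without any array (0.0742), so that 7 genes passed without control replicate 1 or 3 and 6 without UFP replicate 1, 2 or 4.

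**Figure D2:**
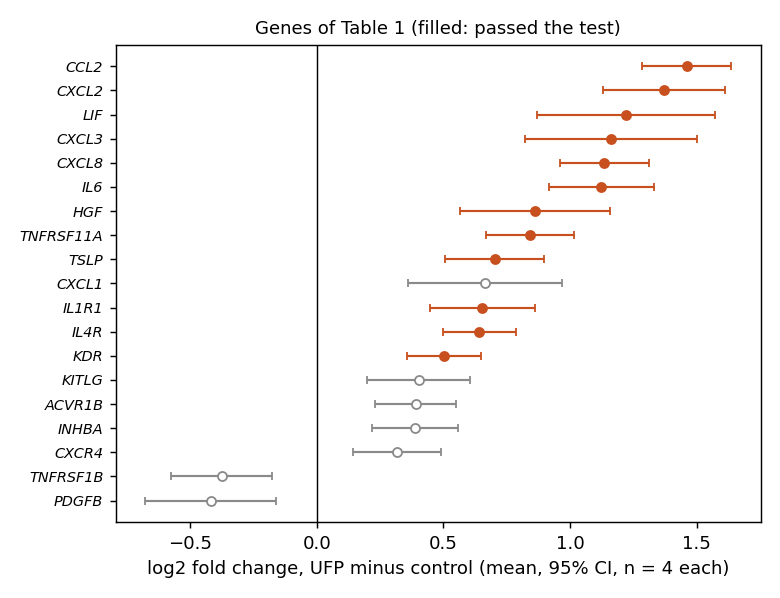
Log2 fold change of UFP minus control on the log2(signal + 50) scale for the 19 genes of Table 1, with 4 arrays in each group. Points are means, filled for the 12 genes that passed the test, and bars are 95% confidence intervals.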

We also noted altered expression of several genes related to coagulation. These alterations included up-regulation of tissue factor (*F3*) (2.7-fold) and coagulation factor II receptor-like 2 (*F2RL2*) (1.5-fold) and down-regulation of coagulation factor VIII-associated (intronic transcript) 1 (*F8A1*) (0.8-fold). 

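F3, which encodes tissue factor, the initiator of the extrinsic coagulation pathway, rose with UFPs by 1.68 on the log2 scale (standard error 0.0982, adjusted p = 6.55e-04 from limma). F2RL2, the thrombin receptor PAR-3, rose by 1.27 (standard error 0.115, adjusted p = 0.00462), from a signal of 423 ± 57.0 (SD, n = 4) to 1085 ± 123 (SD, n = 4). A dimmer probe set of F2RL2 had a log2 fold change of 0.62 that did not pass (adjusted p = 0.422). The probe set that reads F8A1 is listed with F8A1, F8A2 and F8A3 together and is not assigned to 1 gene here. Its log2 fold change of −0.20 (standard error 0.0777) did not pass the test (adjusted p = 0.457), although its 4 UFP arrays all lay below its 4 control arrays. F3 and F2RL2 passed in every fit that left out 1 array, with adjusted p of at most 0.00657 and 0.0300.

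**Figure D3:**
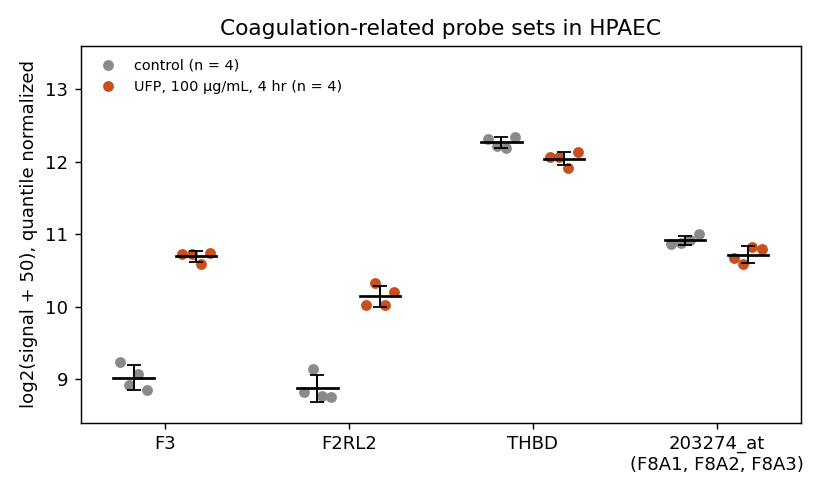
Quantile normalized log2(signal + 50) of F3, F2RL2, THBD (thrombomodulin) and the probe set listed with F8A1, F8A2 and F8A3 on the 4 control arrays (grey) and the 4 UFP arrays (orange). Each point is 1 array, lines are group means and bars are SDs, and the UFP points of F3 and F2RL2 lie above all of their control points.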

There were also additional genes associated with the tissue factor (TF)–clotting independent signaling pathway (Table 4).

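Of the 9 genes of Table 4, MAFF, JUNB and MAFG rose with UFPs. MAFF and MAFG, small Maf proteins that pair with NRF2 on DNA, had log2 fold changes of 0.83 (standard error 0.0713, adjusted p = 0.00364 from limma) and 0.53 (standard error 0.0583, adjusted p = 0.0110), and JUNB, a subunit of AP-1, one of 0.75 (standard error 0.109, adjusted p = 0.0365). The other 6 had positive values and did not pass, among them NFE2L2, which encodes NRF2 (0.35, adjusted p = 0.0831), PIK3R1, a regulatory subunit of PI3-kinase (0.55, adjusted p = 0.139), FOSB (0.84, adjusted p = 0.237) and EGR3 (0.42, adjusted p = 0.324). Adjusted over the list alone, 8 of the 9 were higher and 0 lower. The study chose this list on these arrays, so the count is not independent evidence.
In a list of 23 immediate early and AP-1 genes, 6 rose and 0 fell (11 and 0 adjusted over the list alone), and the list was higher as a group (camera adjusted p = 9.79e-10, and adjusted p = 0.0130 with an estimated correlation). ATF3, a stress-induced transcription factor, rose by 1.40 and FOSL2, a subunit of AP-1, by 0.63 on the log2 scale, and the other members that rose were MAFF, JUNB, MAFG and IER3. The paper names 9 of the 23 from these arrays, 3 of the 6 that rose among them, so the list is not independent of Table 4. Of the 14 others 3 rose and 0 fell, and as a group they had an adjusted p of 0.0237 from camera, but adjusted p = 0.134 with an estimated correlation. MAFF and ATF3 passed in every fit that left out 1 array. ATF3 passed at 1 of its 3 probe sets, and its dimmer ones had values of 0.66 and 0.62 (adjusted p = 0.144 and 0.437). JUNB was lost without any array (highest adjusted p 0.120), FOSL2 without any but control replicate 4 and UFP replicate 3 (0.0758) and MAFG without UFP replicate 1 or 4 (0.0532), so that 3 members of the AP-1 list passed without control replicate 2 or 3 or UFP replicate 2, and 2 members, with 1 gene of Table 4, passed without UFP replicate 1 or 4.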

### Q-PCR and verification of microarray results

The expression of *F3* was verified by Q-PCR. 

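On the 8 arrays, the signal of F3 was 1622 ± 92.4 (SD, n = 4) after 4 hr with 100 μg/mL UFPs and 474 ± 68.1 (SD, n = 4) in the vehicle control. The 4 UFP arrays had F3 signals of 1663, 1668, 1483 and 1672, and the 4 control arrays 562, 425, 493 and 415. Every UFP array was above every control array (exact permutation test, two-sided p = 0.0286, the smallest p that 4 arrays against 4 allow). F3 is read by 1 probe set. GAPDH, the glycolytic enzyme used to normalize the Q-PCR, had a signal of 21675 ± 2495 (SD, n = 4) with UFPs and 24245 ± 587 (SD, n = 4) in the control. The lowest GAPDH signals were 19516 and 19725 on UFP replicates 2 and 4, against 22791 and 24669 on UFP replicates 1 and 3. UFP replicates 2 and 4 also had the lowest maximum signals (27415 and 28221, against at least 31441 on the other arrays). After normalization the log2 fold change of GAPDH was −0.09 (standard error 0.0615) and did not pass limma's test (adjusted p = 0.678).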

Microarray results showed a 2.7-fold up-regulation in *F3*, whereas Q-PCR showed a 3.3-fold up-regulation. HPAEC were exposed to 0, 1, 10, and 100 μg/mL UFPs *in vitro* for 4 hr and showed significant upregulation in a dose-dependent manner (Figure 1).

HPAEC were also exposed to water-soluble and-insoluble fractions of UFPs for 2 and 24 hr. Both water-soluble and-insoluble UFP fractions up-regulated the expression of *F3* dose dependently, especially at 24 hr post-exposures (Figure 2A). The water-soluble fraction tended to increase the expression of *F2RL2* (Figure 2B). For heme oxygenase (*HMOX1*), which was upregulated in the microarray (2.5-fold), the water-soluble fraction up-regulated *HMOX1* at 24 hr after UFP exposure (Figure 2D).

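On the arrays of cells treated with whole UFPs for 4 hr, HMOX1, the enzyme that degrades heme, rose from a signal of 4645 ± 146 (SD, n = 4) to 12632 ± 511 (SD, n = 4), a log2 fold change of 1.43 (standard error 0.0604, adjusted p = 2.16e-04 from limma). Other targets of NRF2, the transcription factor of the oxidative stress response, rose with it. SRXN1, sulfiredoxin, rose by 0.93 on the log2 scale (standard error 0.0994, adjusted p = 0.00976), GCLM, a subunit of the rate-limiting enzyme of glutathione synthesis, by 0.72 (standard error 0.0787, adjusted p = 0.0110), and SQSTM1, the autophagy receptor p62, by 0.44 (standard error 0.0633, adjusted p = 0.0331). With OSGIN1 and MAFG, 6 of 29 NRF2 targets were higher and 0 lower (9 and 0 adjusted over the list alone), and the list was higher as a group (camera adjusted p = 6.50e-11, and adjusted p = 0.0239 with an estimated correlation). Without HMOX1, MAFG and NFE2L2, which the paper names, it had an adjusted p of 2.56e-07, but adjusted p = 0.0903 with an estimated correlation. SQSTM1 was named after its value was seen. It was lost without any 1 array (highest adjusted p 0.118), with an offset of 16, without quantile normalization, with median centring and with the mean of all its probe sets, and GCLM was lost without UFP replicate 1 (0.0546), where 3 members of the list passed. Of 18 antioxidant enzymes, 0 passed limma's test, with 4 at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. The list did not pass camera as a group (adjusted p = 0.667).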

*F8A1,* which was down-regulated in the microarray study, showed a significant down-regulation in the Q-PCR results by both soluble and insoluble fractions at 2 hr postexposure (Figure 2C).

### Up-regulation of TF protein expression by UFP

To determine if the protein expression of TF was up-regulated, HPAEC were incubated with UFP for 18 hr and TF in the cell lysate was measured by Western blot analysis. As shown in Figure 3, UFPs increased TF expression by more than 2-fold (Figure 3).

### Role of TF in UFP-induced cytokine release

UFP exposure increased the release of IL-8 by HPAEC by 1.7-fold. Pretreatment with a blocking antibody against TF inhibited the UFP-induced IL-8 release by more than 70% at 0.1 μg/mL of anti-TF (Figure 4A). UFP also increased the release of IL-6 by 1.9-fold. Pretreatment with the blocking antibody against TF attenuated the IL-6 release by approximately 30% at 0.1 μg/mL of anti-TF (*p* = 0.01) (Figure 4B).

## Discussion

Numerous epidemiologic studies have identified a link between PM exposure with adverse cardiovascular outcomes and increased mortality (Borja-Aburto et al. 1998; Dockery et al. 1993). Recent studies have shown a link between PM exposure and oxidative stress, which may impair endothelial-dependent vasodilation as well as increased levels of fibrinogen (an established risk factor for myocardial infarction and stroke), C reactive protein, IL-6, and IL-8 (Brook et al. 2003, 2004). Despite ample evidence of a link between PM exposure and cardiovascular morbidity and mortality, our understanding of the biological mechanisms for these adverse outcomes remains incomplete. Our hypothesis in this study was that the ultrafine fraction of PM, which more likely would have direct contact with pulmonary vasculature when inhaled than fine and course PM, is capable of inducing transcriptional changes indicative of endothelial cell dysfunction. Using microarray analysis, we found 426 unique genes differentially expressed after UFP exposure for 4 hr in HPAEC. Among these were genes related to the coagulation–inflammation circuitry, including up-regulation of *F3*, *F2RL2*, *IL-6,* and *IL-8* and downregulation of *F8A1*. There was also a group of genes that were involved in the pathogenesis of vascular disease, including those associated with the clotting independent signaling of F3, which included v-fos FBJ murine osteosarcoma viral oncogene homolog (*FOS*, Unigene accession no. 25647; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene), v-jun sarcoma virus 17 oncogene homolog (*JUN*, Unigene accession # 525704)*,* nuclear factor kappa-B-cell, subunit 1 (*NFKBIA*, Unigene accession no. 81328), and *HMOX1*. Additionally there also were genes related to the CXC family of chemokines (*MCP-1, IL-8, CXCL1, CXCL2*, *CXCL3,* and *CXCR4*).

In higher organisms, the coagulation cascade is activated to stop the loss of blood after vascular injury by forming a fibrin clot. Inappropriate activation of the coagulation pathways, however, can promote intravascular thrombosis (Chu 2006; Mackman 2005). The blood coagulation cascade is composed of intrinsic and extrinsic pathways. The extrinsic pathway is an inducible signaling cascade that is triggered by up-regulation of TF upon inflammation or endothelial injury (Chu 2006). This initiation process exposes TF to factor VII and forms the tightly bound TF-factor VII–activated complex, which then activates factor X and generates small amounts of thrombin (Busch et al. 2005). The production of thrombin by the extrinsic pathway is critical because it not only generates fibrin from fibrinogen (Davie et al. 1991; Gailani and Broze 1991) but also amplifies the intrinsic pathway. Our study showed that UFPs or their water-soluble fractions induced the gene and protein expression of TF. Together with differential expression of other coagulation-related genes, our *in vitro* study raised the possibility that ambient UFP exposure may activate the coagulation cascade. Preliminary results from our UFP-controlled human exposure study showed a 10–25% increase in indicators of coagulation: prothrombin fragment F1+2 and D-dimers (unpublished observation).

F3 expression is markedly increased within arterial atherosclerotic plaques. Spontaneous plaque rupture may trigger intravascular clotting (Day et al. 2005) and may be a primary cause of thrombus formation in the onset of acute coronary syndromes (Ishibashi et al. 2003). Studies with an *F3*-deficient mouse model suggest that thrombosis after arterial injury is driven primarily by vascular wall F3 expression (Day et al. 2005; Ishibashi et al. 2003). Inactivation of the F3 factor VIIa complex by F3 pathway–inhibitor or active site–blocked factor VIIa has been shown to reduce thrombus weight and increase patency in a rabbit vein injury model (Himber et al. 2002). In our study, UFPs altered the expression of several coagulation-related genes in favor of thrombus formation, that is, up-regulation of *F3*, *F2RL2,* and down-regulation of thrombomodulin (*THBD*, Unigene accession no. 2030; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene). These changes provide biologically plausible mechanisms by which UFPs may promote thrombus formation, namely, activating the TF-mediated extrinsic coagulation pathway and inhibiting the anticoagulant effects of protein C through suppression of thrombomodulin (Nemerson 1988; Van der Meeren et al. 2003).

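THBD, which encodes thrombomodulin, the endothelial receptor that turns thrombin to the activation of protein C, had a signal of 4198 ± 220 (SD, n = 4) with UFPs and 4868 ± 238 (SD, n = 4) in the control. Its log2 fold change of −0.22 (standard error 0.0749) did not pass limma's test (adjusted p = 0.365), although its 4 UFP arrays all lay below its 4 control arrays. It passed among probe sets with a mean signal of at least 1000, a filter chosen after seeing the data (adjusted p = 0.0351), and under no other alternative (0.0840 to 0.563). Other probe sets of THBD had values of −0.25 (adjusted p = 0.456) and −0.07 (adjusted p = 0.854). In a list of 27 genes of coagulation and fibrinolysis, F3 and F2RL2 rose, 0 fell, and 25 did not pass (2 higher and 0 lower adjusted over the list alone). The median log2 fold change of the list was −0.01, and as a group it did not pass (camera adjusted p = 0.731). From the higher F3 and F2RL2 and the lower THBD, the paper proposes, as biologically plausible mechanisms, that UFPs may promote thrombus formation by activating the extrinsic pathway through tissue factor and by weakening the anticoagulant effect of protein C.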

TF may also produce biological effects via clotting-independent mechanisms (Rickles et al. 2003; Versteeg et al. 2003). After cell activation, the *F3* gene is induced early as a result of the binding of transcription factors, for example, specificity protein-1 (SP-1), activator protein-1 (AP-1), and nuclear factor-kB, to the promoter region of the *F3* gene. The functions of clotting-independent TF pathways are not entirely clear, but regulation of angiogenesis appears to be a major one. TF is known to induce vascular endothelial growth factor (VEGF), one of the most potent regulators of angiogenesis, which in turn up-regulates the expression of TF by activating the early growth response-1 gene (Mechtcheriakova et al. 1999). In tumor-related endothelial cells, decreased PI3-K activity concurrent with increased p38 and ERK1/2 MAPK activity enhances F3 expression by VEGF (Blum et al. 2001). In our study, UFPs altered the expression of many of the genes in these processes, including *FOS* (1.6-fold), *JUN* (1.3-fold), *NFKBIA* (1.3-fold), and early growth response-1 (*EGR-1*, Unigene accession no. 326035; http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene) (1.2-fold), indicating potential involvement in activation of clotting-independent mechanisms of TF by UFPs.

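FOS, the subunit of AP-1 named first among these genes, had a signal of 203 ± 35.03 (SD, n = 4) with UFPs and 51.1 ± 51.0 (SD, n = 4) in the control. Its log2 fold change of 1.46 had a standard error of 0.305 and did not pass limma's test (adjusted p = 0.139). Its control signal was about as low as the offset of 50, and its log2 fold change was 2.02 with an offset of 16 and 1.07 with an offset of 100. JUN, its AP-1 partner, had a value of 0.20 (adjusted p = 0.546), and its other probe sets had values of 0.13 to 0.40 (adjusted p 0.106 to 0.895). NFKBIA, the inhibitor that holds NF-kB in the cytoplasm, had a value of 0.37 (standard error 0.0980, adjusted p = 0.234), and EGR1, a transcription factor of the immediate early response, one of 0.33 (standard error 0.0663, adjusted p = 0.121). FOS passed without control replicate 1 (log2 fold change 1.76, adjusted p = 0.0269, against 0.0329 to 0.294 over its other alternatives), FOS, NFKBIA and EGR1 passed with a variance prior that was robust and followed the intensity, and EGR1 passed among probe sets with a mean signal of at least 100.
In a list of 20 NF-kB targets and feedback genes, 3 rose and 0 fell (8 and 0 adjusted over the list alone), and the list was higher as a group (camera adjusted p = 3.61e-09, and adjusted p = 0.0239 with an estimated correlation). Without NFKBIA, which the paper names, it had an adjusted p of 4.44e-08, but adjusted p = 0.0652 with an estimated correlation. The 3 were TNIP3, TNFAIP8, an inhibitor of apoptosis induced by tumor necrosis factor (0.52, standard error 0.0797, adjusted p = 0.0432), and IER3, an immediate early gene (0.42, standard error 0.0642, adjusted p = 0.0429). TNFAIP8 and IER3 were both lost without any 1 array (highest adjusted p 0.140 for each), which left TNIP3. ICAM1, an adhesion molecule and the fourth member to pass at any probe set, rose by 0.51 at 1 of its 3 probe sets (adjusted p = 0.0141), but its brightest had a value of 0.44 (adjusted p = 0.0671). The rise was lost without control replicate 1 or 4 or UFP replicate 1, 2 or 4 (highest adjusted p 0.0647).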

Other findings in our study further support the role of PM in the pathogenesis of vascular diseases. For example, we found that UFPs up-regulated genes in the CXC family of chemokines that have been implicated in the pathogenesis of vascular disease. These genes include *MCP-1, IL-8, CXCL1, CXCL2, CXCL3,* and *CXCR4*. 

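In a list of 19 CXC and CC chemokines, 4 rose with UFPs and 0 fell (6 and 0 adjusted over the list alone). The signal of CCL2 was 10227 ± 550 (SD, n = 4) with UFPs and 3656 ± 288 (SD, n = 4) in the control, that of CXCL8 8287 ± 502 against 3708 ± 82.7, that of CXCL2 3400 ± 350 against 1270 ± 113, and that of CXCL3 350.1 ± 34.9 against 134 ± 33.3. A dimmer probe set of CXCL8 rose by 1.54 on the log2 scale (adjusted p = 0.00341 from limma). CXCL1, a neutrophil chemokine, had a log2 fold change of 0.67 (standard error 0.132, adjusted p = 0.117), and CXCR4, the receptor of CXCL12, had values of 0.32, 0.42 and 0.17 at its 3 probe sets (adjusted p 0.184 to 0.658), none of which passed. As a group the list was higher (camera adjusted p = 5.25e-04), but not with an estimated correlation (adjusted p = 0.155 with an estimated correlation). Its median log2 fold change was 0.08, and 12 of its 19 members had positive values. The 4 that rose and CXCL1 are genes of Table 1, chosen by the study on these arrays, and without them the other 14 did not pass as a group (adjusted p = 0.921). CXCL3 was lost without control replicate 3 or any single UFP array (highest adjusted p 0.0781).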

MCP-1, which was up-regulated 2.6-fold, has been implicated in the development of vascular disease ranging from arterial injury to the formation of atherosclerosis (Charo and Taubman 2004). Overexpression of MCP-1 in vessel-wall macrophages led to increased foam cells formation and increased atherosclerosis (Aiello et al. 1999). Deletion of MCP-1 in low-density lipoprotein receptor-null mice and mice expressing human apolipoprotein B attenuated the progression of dietary-induced atherosclerosis (Gosling et al. 1999; Gu et al. 1998). Acute coronary syndrome patients with the highest levels of MCP-1 had a significantly increased risk of death or myocardial infarction over 2 months of follow-up (de Lemos et al. 2003). IL-8 also has been linked to the development of early atherosclerotic lesions in the vessels. IL-8, a monocyte agonist, is present in macrophage-rich atherosclerotic plaques (Gerszten et al. 1998, 1999). The expression of these chemokines may enhance the adhesion of circulating monocytes on vascular endothelial cells and participate in atherogenesis (Hagiwara et al. 1998).

It is also well established that there is cross-talk between the coagulation pathways and inflammation in sepsis (Hack 2000; Levi and van der Poll 2005). Infusion of site-inactivated factor VIIa reduced production of cytokines, including IL-6, IL-8 and soluble TNF (tumor necrosis factor) receptor 1 in a baboon model of sepsis (Miller et al. 2002; Welty-Wolf et al. 2001). Genetically modified mice expressing low levels of F3 exhibited reduced IL-6 expression and increased survival during endotoxemia (Pawlinski and Mackman 2004). We now show that there may also be a link between the F3 pathways and inflammation after UFP exposure. This was supported by the findings that the UFP-induced production of IL-6 and IL-8 was attenuated by a blocking antibody against TF. Conversely, TF expression can be induced by inflammatory mediators such as IL-6, IL-8, and MCP-1 (Busch et al. 2005), all of which were up-regulated in our microarray results by 2.30, 2.50, and 2.6-fold, respectively.

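IL6, an inflammatory cytokine released by endothelial cells, rose from a signal of 907 ± 52.4 (SD, n = 4) to 2055 ± 197 (SD, n = 4), a log2 fold change of 1.12 (standard error 0.0901, adjusted p = 0.00257 from limma). In a list of 28 interleukins and growth factors, IL6, LIF, HGF and TSLP rose and 0 fell (6 higher and 4 lower adjusted over the list alone), and the list did not pass as a group (camera adjusted p = 0.115). All 4 are genes of Table 1, which the study chose on these arrays. HBEGF, a growth factor named after its value was seen, fell by 0.57 at 1 of its 4 probe sets (adjusted p = 0.0387), but its brightest had a value of −0.35 (adjusted p = 0.365), and the fall was lost without any 1 array (highest adjusted p 0.128). IL6 passed in every fit that left out 1 array. The other members did not, so that 2 members passed without control replicate 2 or 3 or UFP replicate 3, and 1 without control replicate 1 or UFP replicate 1, 2 or 4.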

It remains controversial whether PM can have direct contact with pulmonary vascular endothelial cells when inhaled. Recent studies have shown that ultrafine carbon black particles may be able to pass from the lung into the systemic circulation (Nemmar et al. 2001, 2002a; Oberdörster et al. 2002), although the mechanisms for the transport of these insoluble particles are unclear. For the UFPs derived from the natural environment, such as those used in our study, the components in the water-soluble fraction may more easily permeate the alveolar capillary barrier via paracellular pathways or metal transporters. Indeed, the water-soluble fractions of UFPs were sufficient to induce the expression of *F3.* The active components in the water-soluble fractions of UFPs, however, are unknown and would require future studies.

In this study, we showed that UFPs at concentrations of 10 μg/mL were sufficient to induce the gene expression of *F3*. These concentrations are higher than the usual ambient level. In Chapel Hill, the ambient UFP concentration is approximately 5,000 particles/cm^3^ (1.6 μg/m^3^) (unpublished observations). The concentration of UFPs, however, may increase 50- to 100-fold during indoor smoking and cooking (Afshari et al. 2005; Dennekamp et al. 2001). If a person works in the latter environment for 4 hr with an average ventilation of 10 L/min, the concentration of UFPs to which alveolar epithelial cells may be exposed *in vivo* may be as high as 10–20 μg/mL, assuming the volume of epithelial lining fluid is 20–40 mL (Rennard et al. 1986). Once UFPs deposit on the lung epithelial cells, the water-soluble fractions of UFPs may reach the endothelial cells and stimulate them to express F3.

In summary, using gene profiling, we found that UFPs induced genes that have been implicated in the pathogenesis of vascular disease, including those linked to clotting-dependent and -independent signaling pathways mediated by TF as well as by the CXC family of chemokines. These results support our hypotheses that UFP exposure may induce endothelial cell dysfunction, leading to vascular changes, and suggest that exposure to high concentrations of UFP may be considered a risk factor for the development of cardiovascular disease.

## Figures and Tables

**Figure 1:**
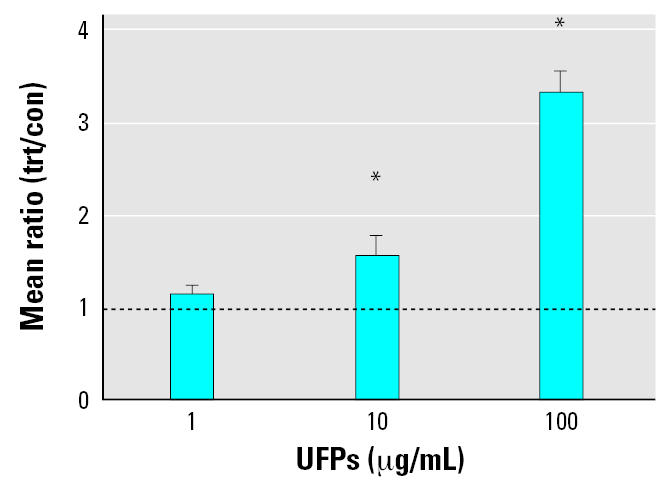
Q-PCR gene expression of tissue factor (*F3*) in cell cultures exposed to UFPs (1, 10, and 100 μg/mL) for 4 hr. *n* = 4 additional experiments for each timepoint and particle exposure. The line indicates a mean ratio of 1.0 or no fold change between treated (trt) and control (con) samples. Error bars indicate mean ± SE. Statistical significance was determined with the paired *t*-test. *Significantly different from control samples, at *p* < 0.05.

**Figure 2:**
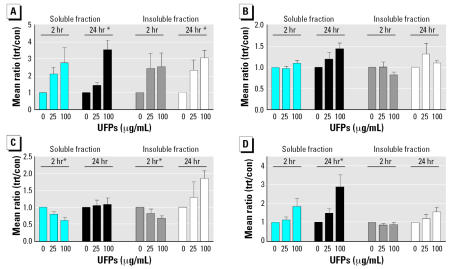
Effect of water-soluble and-insoluble fractions of UFP on gene expression of (*A*) tissue factor (*F3*), (*B*) coagulation factor II receptor-like 2 (*F2RL2*), (*C*) coagulation factor VIII associated 1 (*F8A1*), and (*D*) heme oxygenase (*HMOX1*). Abbreviations: con, control samples; trt, treated samples. Cell cultures were exposed to water-soluble or-insoluble fractions of UFPs (μg/mL) for 2 or 24 hr. mRNA expression was quantified by Q-PCR. *n* = 3 additional experiments for each time point and particle exposure. Error bars indicate mean ± SE. *Significant dose response by repeated measures, ANOVA at *p* < 0.05.

**Figure 3:**
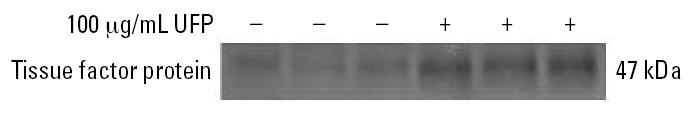
UFP-induced tissue factor protein expression in HPAEC. HPAEC cultures were incubated with 0 or 100 μg/mL UFPs for 16 hr. Fifty micrograms of protein were loaded and measured for tissue factor expression by Western blotting. Results are from three independent experiments.

**Figure 4:**
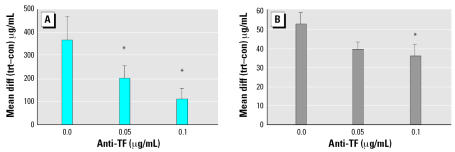
Production of IL-8 (*A*) and IL-6 (*B*) protein expression from HPAEC after exposure to TF-blocking antibody and UFPs. Abbreviations: con, control group; diff, difference; trt, treated group. Cell cultures were preincubated with 0, 0.05, and 0.1 μg/mL TF-blocking antibody followed by 16 hr UFP exposure (100 μg/mL). Values are expressed as the mean difference (diff) between treated (trt) and control (con) samples as measured by ELISA. *n* = 3 independent experiments for each sample. Error bars indicate mean ± SE. *Significant at *p* < 0.05 vs. no antibody by the paired *t*-test.

**Table 1:** Cytokine–cytokine receptor interaction KEGG pathway (*p* = 0.001) identified with DAVID 2.1 from the list of differentially expressed unique genes (*p* < 0.01) (FDR = 0.05).

Accession no.	Gene symbol	Gene name	Fold change
303649	*MCP1*	chemokine (C-C motif) ligand 2	2.6
624	*IL8*	interleukin 8	2.5
89690	*CXCL3*	chemokine (C-X-C motif) ligand 3	2.3
512234	*IL6*	interleukin 6	2.3
396530	*HGF*	hepatocyte growth factor	2.2
590921	*CXCL2*	chemokine (C-X-C motif) ligand 2	2.0
204044	*TNFRSF11A*	tumor necrosis factor receptor, superfamily member 11A	1.8
389874	*TSLP*	thymic stromal lymphopoietin	1.6
557403	*IL1R1*	interleukin-1 receptor, type I	1.6
513457	*IL4R*	interleukin 4 receptor	1.5
2250	*LIF*	leukemia inhibitory factor	1.5
789	*CXCL1*	chemokine (C-X-C motif) ligand 1	1.4
28792	*INHBA*	inhibin, beta a	1.4
479756	*KDR*	kinase insert domain receptor	1.3
438918	*ACVR1B*	activin A receptor, type IB	1.3
421986	*CXCR4*	chemokine (C-X-C motif) receptor 4	1.3
1048	*KITLG*	kit ligand	1.3
1976	*PDGFB*	platelet-derived growth factor beta polypeptide	0.8
256278	*TNFRSF1B*	tumor necrosis factor receptor, superfamily member 1B	0.8

Gene annotations are from Unigene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene).

**Table 2:** Wnt signaling KEGG pathway (*p* = 0.02) identified with DAVID 2.1 from the list of differentially expressed unique genes (*p* < 0.01) (FDR = 0.05).

Accession no.	Gene symbol	Gene name	Fold change
211869	*DKK2*	dickkopf homolog 2	1.9
592141	*NFATC2*	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2	1.8
599590	*SOX17*	SRY (sex determining region Y)-box 17	1.4
6347	*LRP5*	low density lipoprotein receptor-related protein 5	1.3
525704	*JUN*	v-jun sarcoma virus 17 oncogene homolog	1.3
283565	*FOSL1*	fos-like antigen 1	1.2
351887	*CAMK2B*	calcium/calmodulin-dependent protein kinase II beta	1.2
149413	*PPP3CC*	protein phosphatase 3, catalytic subunit, gamma	1.2
		isoforms (calcineurin A gamma)	
94234	*FZD1*	frizzled homolog 1	0.8
591968	*FZD4*	frizzled homolog 4	0.8
524348	*PRICKLE1*	prickle-like 1	0.8

Gene annotations are from Unigene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene).

**Table 3:** MAPK signaling KEGG pathway (*p* = 0.05) identified with DAVID 2.1 from the list of differentially expressed unique genes (*p* < 0.01) (FDR = 0.05).

Accession no.	Gene symbol	Gene name	Fold change
417962	*DUSP4*	dual specificity phosphatase 4	1.7
510225	*RPS6KA5*	ribosomal protein S6 kinase, polypeptide 5	1.6
25647	*FOS*	v-fos FBJ murine osteosarcoma viral oncogene homolog	1.6
557403	*IL1R1*	interleukin-1 receptor, type I	1.6
432453	*MAP3K8*	mitogen-activated protein kinase kinase kinase 8	1.5
497200	*PLA2G4A*	phospholipase A2, group IVA	1.5
278733	*SOS1*	son of sevenless homolog 1	1.3
438918	*ACVR1B*	activin A receptor, type IB	1.3
525704	*JUN*	v-jun sarcoma virus 17 oncogene homolog	1.3
149413	*PPP3CC*	protein phosphatase 5 catalytic subunit, gama isoform	1.2
390428	*MAP3K4*	mitogen-activated protein kinase kinase kinase 4	0.9
1976	*PDGFB*	viral (v-sis) oncogene homolog	0.8
186486	*MAP3K5*	mitogen-activated protein kinase kinase kinase 5	0.8

Gene annotations are from Unigene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene).

**Table 4:** Tissue factor clotting–independent mechanism associated genes from the list of differentially expressed unique genes (*p* < 0.01) (FDR = 0.05).

Accession no.	Gene symbol	Gene name	Fold change
517617	*MAFF*	v-maf musculoaponeurotic fibrosarcoma oncogene homolog F	1.7
25292	*JUNB*	jun B proto-oncogene	1.7
590958	*FOSB*	FBJ murine osteosarcoma viral oncogene homolog B	1.5
132225	*PIK3R1*	phosphoinositide-3-kinase, regulatory subunit 1	1.5
155396	*NRF2*	nuclear factor (erythroid-derived 2)-like 2	1.3
534313	*EGR3*	early growth response 3	1.3
81328	*NFKBIA*	nuclear factor of kappa light polypeptide gene enhancer in B-cells	1.3
		inhibitor, alpha	
252229	*MAFG*	v-maf musculoaponeurotic fibrosarcoma oncogene homolog G (avian)	1.2
326035	*EGR1*	early growth response 1	1.2

Gene annotations are from Unigene (http://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=unigene).

How the deposited data were processed for this re-analysis (not part of the article)

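Gene expression was measured in HPAEC with 8 Affymetrix HG U133 Plus 2.0 arrays, 4 from cultures treated with 100 μg/mL UFPs for 4 hr and 4 from vehicle controls. Samples were assigned to groups and replicate numbers from the submitters' labels, which match the paper. The authors' deposited values are linear signal intensities, 1 for each of 54675 probe sets and array. The paper names Microarray Suite for the extraction and a scaling of all arrays to a common median intensity, and the submitters' processing notes name GCOS. In the deposited intensities it is not the median that is common to the arrays (105.3 to 117.6) but the mean once 2% of the values are removed at each end, which is 500.1 on every array and matches the target that the paper gives for the median. The number of arrays limits the precision. The ratio of the 3' to the 5' control probe set was 0.893 to 0.953 for GAPDH and 1.01 to 1.08 for ACTB, and the highest signal was 27415 on UFP replicate 2 and 28221 on UFP replicate 4 against at least 31441 on the other arrays.

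From these values, log2(signal + 50) was computed in R 4.3.3 and the 8 arrays were quantile normalized. After 62 control probe sets were left out, lmFit and eBayes of limma 3.58.1 gave the log2 fold change of UFP minus control, its standard error and a two-sided p for each probe set, with 8.05 moderated degrees of freedom and Benjamini-Hochberg adjustment over 54613 probe sets. A probe set passed at an unadjusted p under 0.01 and an adjusted p under 0.05, which is how the criteria in the paper's methods were read. The paper's robust multichip analysis of the CEL files and its pathway enrichment with DAVID were not repeated.

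Gene symbols came from the platform annotation and were updated through the RefSeq gene table of GRCh38.p14, which was used for names only. No genome build is named in the sources used here, so no coordinates are given. Of the probe sets tested, 41091 have 1 gene, 1801 have several and 11721 are unnamed here, and 19775 genes have a probe set. A gene's value is that of its probe set with the highest mean over the 8 arrays. Members of gene lists and of the paper's tables were counted at that probe set, unless another is named. In the counts of all genes, a gene is counted if any of its probe sets passed, and its direction is that of their mean. The paper also removed probe sets without an Entrez number or of undefined or hypothetical proteins. All 175 genes counted here have an Entrez number, and 4 of them are not annotated as protein-coding, LOC105370829 among them, which leaves 171, 135 higher and 36 lower. Of the 246 probe sets that passed, 18 have no single gene. Of the genes in Table 2, 1 gene is not reported here, nor is the result of 1 of the gene lists.

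The genes named in the text were chosen by a rule fixed in advance. It took every gene that the paper names from the arrays, whose values in the paper had been seen, the 10 largest rises and 10 largest falls among genes that passed and whose groups did not overlap, and up to 4 members of each gene list that passed, or up to 2 that did not where fewer than 2 passed. Y-linked genes and XIST were left out. The 35 gene lists cover coagulation, cytokines, stress responses, vascular functions, basic cell functions and markers of endothelial and other cell types, and each was tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists. Single values were compared with exact permutation tests.

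The steps were tested on simulated arrays with the means and spread of these arrays. Over 54613 probe sets, 200 were changed 1.5, 2 or 3 times, and the 23 members of 1 gene list were shifted together by 0.5 on the log2 scale. Among the 200, the test recovered 4.48% of those changed 1.5 times, 29.9% of those changed 2 times and 40.9% of those changed 3 times. Among probe sets with a mean signal of at least 100 these shares were 8.11%, 58.8% and 79.3%, and among dimmer ones 0%, 0% and 10.8%. Of the 53 calls, 50 were among the 200, 2 were members of the shifted list and 1 had no change (1.89%). In the data 246 probe sets passed. With fewer calls the Benjamini-Hochberg cutoff was stricter in the simulation, so these shares describe the simulated arrays only.

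Alternatives were an offset of 16 or 100 in place of 50, no quantile normalization, median centring, a filter on a mean signal of at least 100, a trend and robust prior in eBayes, array weights, the replicate number as a block, an adjusted p under 0.01, the mean of all probe sets of a gene, camera with an estimated correlation, fry, and each array left out in turn. A filter on a mean signal of at least 1000, and gene lists without the genes that the paper names, with a preset or an estimated correlation, were added after seeing the data.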

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

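The tests of normalization, of cross-hybridization, of shear and of protein damage were chosen only after the result was seen. Those of dim probe sets and of metallothionein paralogs were chosen after the pattern was seen but before their own value, with a signal of 1000 for dim probe sets that was set after seeing the data, and those of other groupings of the arrays were set beforehand.

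Chance was weighed by dividing the 8 arrays into 4 and 4 in all 35 ways. Only 1 of them, the real one, gave 246 probe sets (at most 5 in any other), 175 genes (at most 4) and 5 gene lists with an estimated correlation (at most 0). This argues against chance for each of these counts, at 1 in 35, the smallest share that 35 divisions allow. The other divisions mix UFP and control arrays, so a UFP effect widens the spread within their groups and lowers their counts. The size of the gap is therefore no measure of strength. With the preset correlation the real grouping gave 10 gene lists and another gave 8. The count of 10 was thus the largest by a narrow margin, at the same 1 in 35. Chance is not excluded for any single list. The real grouping gave 21 genes of Tables 1 to 4 and the others at most 0, which decides nothing about chance, since the study chose these genes on the real grouping of the same arrays.

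Targets of the aryl hydrocarbon receptor, which the paper does not discuss, rose after 4 hr of UFPs. Of 13 targets, 5 were higher and 0 lower, namely CYP1B1, CYP1A1, AHRR, TIPARP and AHR. The normalization between arrays is argued against as the cause, since the list passed with the deposited scaling alone and with median centring (higher adjusted p 1.35e-09). Cross-hybridization stays open for 4 of the 5 genes. The 3 other probe sets were all higher (100%), but all 3 belong to CYP1B1. Handling of the medium that was the same for UFP and vehicle control cultures cannot separate the groups. Handling that differed between them stays open. Of 11 shear-responsive genes other than CYP1B1, 5 had positive values. The median log2 fold change of the 11 was −0.0620 with a standard error of 0.133, so a small rise was not excluded. A response of the cells to hydrocarbons carried by the particles is a candidate explanation that these arrays could not test.

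Metallothioneins and the zinc exporter SLC30A1 rose, with 3 genes of 13 higher (MT1G, MT1M and SLC30A1), none of which the paper names. With all 8 metallothionein genes averaged into 1 entry, camera still gave the list an unadjusted p of 0.00997. This argues against signal shared between metallothionein paralogs as the whole cause of the list's rise. It decides nothing for the metallothioneins on their own, since the list kept SLC30A1, which rose by 0.99. The averaged entry had a log2 fold change of 0.34 (standard error 0.0635). A general response to damaged protein cannot be told apart, because the 23 heat shock and chaperone genes had a median log2 fold change of 0.0197 (standard error 0.0424) over members that went both ways. A response to zinc, among the most abundant elements of these particles by the paper's methods, may contribute, and no metal was varied here. MT1G was lost without any 1 array (highest adjusted p 0.133) and MT1M without control replicate 1 or any single UFP array (0.0671). MT1G was also lost with an offset of 16, without quantile normalization, with median centring and with the mean of all its probe sets.

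Rises outnumbered falls among the probe sets that passed. At least 80.9% were higher with the deposited scaling alone and with median centring, which argues against the quantile step alone as the cause. Normalization stays open beyond that step, since each of these scalings sets all arrays to 1 overall level, and median centring left 27 lower calls where the main analysis had 46. The share that was higher was 81.3% over all probe sets and 73.2% among those with a mean signal of at least 100. Among the 8638 probe sets with a mean signal of at least 1000 it was 58.0% (95% binomial interval 54.8% to 61.2%, probe sets not being independent). This drop goes with falls missed among dim probe sets as part of the cause. It does not decide the matter, since the filters also adjust over fewer probe sets. The biological explanation that UFPs mainly induce genes within 4 hr was not tested, as no other time point is given.

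Further genes that rose and that the paper does not name were 3 NF-kB targets (IER3, TNFAIP8 and TNIP3), 3 immediate early genes (ATF3, FOSL2 and IER3), 4 NRF2 targets (GCLM, OSGIN1, SQSTM1 and SRXN1), 2 genes of the unfolded protein response (ATF3 and CEBPB), 2 hypoxia targets (NDRG1 and SLC2A3) and 2 shear-responsive genes (CYP1B1 and PLPP3). SQSTM1 and AHR were named after their values were seen.

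A single array stood apart from the other 3 of its group, by a share of the group's range above Dixon's 95% critical value, in 18 of 252 groups (7.14%), where chance gives about 1 in 20. On control replicate 1, ANGPT2 (0.937) and BMP4 (0.892) were high and IFIT5 (0.928) low. On control replicate 2, CYP1A1 (0.985) was high and SLC30A1 (0.830) low, on control replicate 3 KRT18 (0.846) was high, and on control replicate 4 FOSL2 (0.948) and PLPP3 (0.929) were high. On UFP replicate 1, SPRY1 (0.910) and PPP3CC (0.855) were high and KRT7 (0.879) low, and on UFP replicate 2, SIPA1L2 (0.867) and IER3 (0.8292) were high and CDKN1A (0.888) low. On UFP replicate 3, HMGCS1 (0.897) and MT1G (0.831) were high and F3 (0.873) low, and on UFP replicate 4 KDR (0.878) was high.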

How the results depend on the processing

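The filter on a mean signal of at least 1000 and the lists without the genes that the paper names were added only after the results were seen, and the other alternatives were set beforehand. Of the 60 named genes that passed, 29 also passed in every fit that left out 1 array, and 49 passed with an offset of 16, 59 with an offset of 100, 57 without quantile normalization, 56 with median centring, 58 with the trend and robust prior, 60 with array weights, 29 at an adjusted p under 0.01 and 53 with the mean of all probe sets of a gene. The filters at 100 and 1000 kept 54 and 32 of the 60, all of which passed, and the rest were not tested there. Over all alternatives the gene values were 304 times no longer past the threshold, 91 times newly past it, 4 times of the other sign and otherwise on the same side. Passing genes were lost with an offset of 16 (HGF, IL1R1, DUSP4, JUNB, SOX18, TNFAIP8, IER3, MT1G, NDRG1, PLPP3 and ANGPT2), with an offset of 100 (SPATA45), without quantile normalization (DUSP4, IER3 and MT1G), with median centring (SOX18, TNFAIP8, IER3 and MT1G), with the trend and robust prior (PTPN22 and SPATA45) and with the mean of all probe sets (DKK2, MAFG, CCN6, PTPN22, PLCL2, TNFAIP8 and MT1G). The cause of each change in this part was not tested, except that a filter adjusts over fewer probe sets and a left-out array leaves fewer samples. Signals near the background limit what can be seen, as the simulated recovery of dim probe sets shows.

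With an offset of 16, 29 probe sets and 22 genes were lower and 2 genes of Table 3 passed, and with an offset of 100, 74 probe sets and 60 genes were lower. With median centring, 27 probe sets and 22 genes were lower and the cell cycle list had an adjusted p of 0.0851. With the filter at 100, 485 probe sets passed (355 higher, 130 lower), with 356 genes (247 and 109) and 5 of Table 4. With the filter at 1000 these were 929 probe sets (539 and 390), 724 genes (394 and 330), 5 of Table 2 and 5 of Table 4. With the trend and robust prior they were 691 probe sets (486 and 205), 511 genes (339 and 172), 32 genes of Tables 1 to 4, 5 of Table 2 and 7 of Table 4. At an adjusted p under 0.01 they were 76 probe sets (72 and 4), 57 genes (54 and 3), 9 genes of Tables 1 to 4, and 6, 1, 1 and 1 of Tables 1, 2, 3 and 4.

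With the replicate number as a block, 8 probe sets (8 higher, 0 lower) and 6 genes (6 and 0) passed, with F3 at 1.68 but an adjusted p of 0.0721, and 1 gene of Tables 1 to 4, which was 1 of Table 1 and 0, 0 and 0 of Tables 2, 3 and 4. The numbers share no more than a name here, since control and UFP arrays of one number had correlated deviations of 0.04, −0.05, −0.08 and −0.02 and 0 of 8 arrays matched best with their own number.

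With an estimated correlation, adjusted p was 0.155 for chemokines, 0.0889 for the unfolded protein response, 0.393 for cholesterol genes, 0.393 for the cell cycle and 0.155 for endothelial markers. With fry's directional test it was 0.127 for cholesterol genes and 0.0875 for the cell cycle. Lists that camera did not pass were higher by fry, although their median log2 fold changes were −0.02 to 0.06. This does not show a rise across their members. The adjusted p of fry was 9.07e-04 for leukocyte adhesion molecules and for shear-responsive genes, 0.00109 for iron handling and 0.00280 for interleukins and growth factors. It was 0.0105 for vascular tone, 0.0113 for circadian genes and 0.0125 for hypoxia targets. Left without THBD, shear-responsive genes had an adjusted p of 0.0272 from camera. Without the genes that the paper names, camera's adjusted p was 0.921 for chemokines and at most 0.0237 for the other lists that had passed. Without those genes and with an estimated correlation it was 0.929 for chemokines, 0.0652 for NF-kB targets, 0.134 for AP-1 genes, 0.0903 for NRF2 targets, the unfolded protein response and endothelial markers, 0.450 for cholesterol genes and the cell cycle and 0.425 for shear-responsive genes, while metallothioneins and targets of the aryl hydrocarbon receptor passed (0.0288 for both). The sign turned for genes that had not passed, namely RPL27 without quantile normalization (−0.0116), TYMS and GUSB with the mean of all probe sets (0.0225 and 0.0800) and MAP3K4 over the fits without 1 array (−0.154 to 0.0222, the latter without control replicate 4).

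Without 1 array, 93 to 152 probe sets passed (81 to 139 higher, 9 to 19 lower), with 67 to 107 genes (59 to 97 and 7 to 14), 10 to 15 genes of Tables 1 to 4, 6 to 9 of Table 1, 1 to 3 of Table 2, 1 to 2 of Table 3 and 1 to 2 of Table 4. The adjusted p of the cholesterol list was 0.00116 to 0.110, highest without UFP replicate 3, and that of the cell cycle list 3.52e-04 to 0.0615, past 0.05 without control replicate 2 and without UFP replicate 1.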

Differences from the paper's values

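The paper's values came from the CEL files and these from the deposited signals, with the paper's thresholds read as an unadjusted p under 0.01 and an adjusted p under 0.05. The paper reports 664 differentially expressed probe sets, where 246 passed here. Of the alternatives set before the data were examined, the filter at a mean signal of 100 (485) and the trend and robust prior (691) lie within 1.5 times of it, and all others do not. The paper reports 426 genes, after it removed undefined and hypothetical proteins, against 175 here without that step, and again only the filter (356) and the trend and robust prior (511) come within 1.5 times. Of these genes the paper reports 320 up-regulated, against 138 here, with 247 under the filter and 339 under the trend and robust prior and no other such alternative within 1.5 times. It reports 106 down-regulated, against 37 here, with 109 under the filter and no other such alternative within 1.5 times. The filter at 1000, chosen after seeing the values, gave 929 probe sets and 394 genes higher, both within 1.5 times of the paper's counts, and 724 genes, 330 of them lower, which are not, and it drops 20 of the 46 genes measured of Tables 1 to 4.

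For LIF the paper reports a fold change of 1.5, against 2.33 here. It was 2.03 with an offset of 100, 2.24 without control replicate 2 and 2.19 without control replicate 3, which are within 1.5 times, and it differed under the other alternatives. For FOS the paper reports 1.6, against 2.75 here. Its control signal of 51.1 ± 51.0 (SD, n = 4) is about as low as the offset of 50, so the fold depends on the offset. It was 4.06 with an offset of 16 and 2.10 with an offset of 100, the only alternative that did not differ. For F2RL2 the paper reports 1.5, against 2.41 here, and 1.93 with the mean of both its probe sets was the only such alternative. Over all 50 genes with a fold in the paper and here, 50 had the same direction and 47 were within 1.5 times, with a median ratio of 1.01 to the paper's value and a range of 0.824 to 1.72.

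The paper lists the genes it names from the arrays as differentially expressed. Of the 51 reported here, 24 passed in its direction and 27 did not pass, of which 27 had its direction of change. The trend and robust prior called 11 of the 27, namely CXCL1, INHBA, ACVR1B, KITLG, FZD4, PRICKLE1, FOS, PIK3R1, NFE2L2, NFKBIA and EGR1. The filter at 100 called 6 of them (CXCL1, INHBA, ACVR1B, FZD4, NFE2L2 and EGR1), and an offset of 100 called 3 (ACVR1B, FZD4 and NFE2L2). FOS was also called without control replicate 1, and PIK3R1 with the mean of all its probe sets. The filter at 1000, chosen after seeing the values and leaving out 20 of the 46 table genes, called 13, namely CXCL1, ACVR1B, CXCR4, KITLG, PDGFB, FOSL1, FZD4, PRICKLE1, MAP3K5, NFE2L2, NFKBIA, EGR1 and THBD. None of these alternatives called the other 11, which are TNFRSF1B, LRP5, JUN, PPP3CC, FZD1, MAP3K8, SOS1, MAP3K4, FOSB, EGR3 and the probe set listed with F8A1, F8A2 and F8A3. When adjusted over its table alone, which the study chose on these arrays, 19 of the 27 passed, 4 of these 11 (TNFRSF1B, LRP5, MAP3K8 and FOSB) among them. The other 8 of the 27 are JUN, PPP3CC, FZD1, SOS1, MAP3K4 and EGR3, and THBD and the probe set listed with F8A1, F8A2 and F8A3, which stand in no table.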

Other observations

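No further test was chosen for the values here, and AHR was named after its value was seen. Among targets of the aryl hydrocarbon receptor, AHRR, its repressor, rose by 1.20 on the log2 scale (standard error 0.0650, adjusted p = 4.27e-04 from limma), TIPARP, a poly-ADP-ribose polymerase that it induces, by 1.11 (standard error 0.0621, adjusted p = 5.02e-04), and the receptor gene AHR by 0.76 (standard error 0.0872, adjusted p = 0.0137). With CYP1B1 and CYP1A1 the list of 13 genes was higher as a group (7 and 0 adjusted over the list alone, camera adjusted p = 7.82e-11, and adjusted p = 0.0228 with an estimated correlation). AHR was lost without control replicate 1 or 2 or UFP replicate 2 or 4 (highest adjusted p 0.0612). Among metallothioneins and zinc response genes, SLC30A1 rose by 0.99, MT1M by 0.98 and MT1G by 0.43, and the list of 13 was higher as a group (4 and 0 adjusted over the list alone, adjusted p = 2.25e-06, and adjusted p = 0.0228 with an estimated correlation), with 1 member past the test without control replicate 1 or any single UFP array.

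PTGS2, the inducible cyclooxygenase that makes prostaglandins, rose by 0.93 (standard error 0.0637, adjusted p = 0.00127) from an already high signal of 5816 ± 117 (SD, n = 4). With PLA2G4A it was 1 of 2 genes that rose in a list of 22 of vascular tone (2 and 0 adjusted over the list alone). The list did not pass camera as a group (adjusted p = 0.489), but it was higher with fry's directional test (adjusted p = 0.0105). Its median log2 fold change was −0.01, and 9 of its 22 members had positive values. PLA2G4A was lost without any array but control replicate 2 (highest adjusted p 0.0773). CEBPB, a transcription factor of stress and inflammation, rose by 0.67 (standard error 0.0694, adjusted p = 0.00841), and with ATF3 it was 1 of 2 of 27 genes of the unfolded protein and integrated stress response that rose (6 and 1 adjusted over the list alone). That list was higher as a group (adjusted p = 0.00357, but adjusted p = 0.0889 with an estimated correlation). SLC2A3, a glucose transporter, rose by 0.62 and NDRG1 by 0.45 among 23 hypoxia targets (4 and 1 adjusted over the list alone, list adjusted p = 0.271). SLC2A3 was lost without control replicate 2 or UFP replicate 1 or 4 (highest adjusted p 0.0586) and NDRG1 without any 1 array (0.0999), so that 0 of the list passed limma's test without control replicate 2 or UFP replicate 1 or 4, against 6 at an unadjusted p under 0.05 over all 8 arrays. Among 12 leukocyte adhesion molecules SELE rose (2 and 0 adjusted over the list alone, list adjusted p = 0.220), as did ICAM1 at 1 of its 3 probe sets (0.51, adjusted p = 0.0141, lost without control replicate 1 or 4 or UFP replicate 1, 2 or 4), though not at its brightest (0.44, adjusted p = 0.0671). ANGPT2, angiopoietin 2, rose by 0.46 and KDR also rose among 30 genes of angiogenesis (4 and 3 adjusted over the list alone, list adjusted p = 0.908), and both were lost without any 1 array (highest adjusted p 0.134 and 0.0742). CYP1B1 and PLPP3, a lipid phosphatase (0.37), rose among 12 shear-responsive genes (4 and 1 adjusted over the list alone, list adjusted p = 0.115, and 0.0272 without THBD, the 1 member that the paper names, but adjusted p = 0.425 without it with an estimated correlation), and PLPP3 was lost without any 1 array (0.144).

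Of 20 endothelial markers, KDR rose, SOX18 fell and 18 did not pass (1 and 4 adjusted over the list alone). As a group they were lower (median log2 fold change −0.11, adjusted p = 7.30e-04, but adjusted p = 0.155 with an estimated correlation). KDR was lost without any 1 array (highest adjusted p 0.0742) and SOX18 without any but control replicate 3 (0.111). Of 74 markers of smooth muscle cells and fibroblasts, epithelial cells, monocytes and macrophages, lymphocytes and erythroid cells, 0 passed limma's test at their brightest probe set. At an unadjusted p under 0.05 there were 8 (0 higher and 1 lower, KRT18, adjusted over each list alone). None of the 5 lists passed camera as a group (adjusted p 0.147 to 0.921). Of 33 cell cycle genes 0 passed limma's test, with 8 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and the list was lower as a group (adjusted p = 0.00859, but adjusted p = 0.393 with an estimated correlation, and up to 0.0615 without control replicate 2 or UFP replicate 1). Of 19 genes of cholesterol biosynthesis and uptake 0 passed limma's test at their brightest probe set, with 7 at an unadjusted p under 0.05 and 5 higher when adjusted over the list alone. HMGCS1, of the first steps of cholesterol synthesis, had a value of 0.46 (adjusted p = 0.0624), and the list was higher as a group (adjusted p = 0.00357, but adjusted p = 0.393 with an estimated correlation, and 0.110 without UFP replicate 3).

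The other lists reported here did not pass camera as groups. With fry's directional test, iron handling (adjusted p = 0.00109, median log2 fold change 0.01) and the circadian and growth-arrest genes (0.0113, median 0.05) were higher. The rest of them did not pass it (0.231 to 0.960). HMOX1 rose among 13 genes of iron handling (2 and 0 adjusted over the list alone, list adjusted p = 0.188 from camera, and 0.733 without HMOX1). In the lists that follow, 0 genes passed limma's test at their brightest probe set. Genes at an unadjusted p under 0.05 were 2 of 23 heat shock and chaperone genes (list adjusted p = 0.443), 4 of 25 of TGF-beta and BMP (0.795), 2 of 28 of the interferon response (0.639), 5 of 17 p53 targets (0.443), 6 of 17 circadian and growth-arrest genes (0.0926), 0 of 14 of MHC class I (0.898), 0 of 22 ribosomal protein genes (0.489) and 1 of 13 housekeeping genes (0.930). Adjusted over the list alone, the p53 targets had 2 higher and 0 lower, the circadian genes 3 and 2, the heat shock and housekeeping lists 1 and 0 each, the TGF-beta list 0 and 1, and the interferon, MHC class I and ribosomal lists 0 and 0.

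Some members of these lists passed only at a probe set other than their brightest. CITED2, of the circadian and shear-responsive lists, rose by 0.45 at 1 of its 3 probe sets (adjusted p = 0.0387, against 0.44 and 0.120 at its brightest). The others were named after their values were seen. EDNRB, the endothelin B receptor of the vascular tone list, rose by 1.05 at 1 of 3 (adjusted p = 0.0415, against 0.46 and 0.320), INSIG1, a regulator of cholesterol synthesis, by 0.62 at 1 of 3 (adjusted p = 0.0415, against 0.39 and 0.193), and CD79B, a B cell marker, by 0.85 at 1 of 3 (adjusted p = 0.00892, against 0.01 and 0.995). CITED2, EDNRB and INSIG1 were lost without any 1 array (highest adjusted p 0.125, 0.137 and 0.133), and CD79B passed in every such fit.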
